# Clusterin Is a Potential Lymphotoxin Beta Receptor Target That Is Upregulated and Accumulates in Germinal Centers of Mouse Spleen during Immune Response

**DOI:** 10.1371/journal.pone.0098349

**Published:** 2014-05-27

**Authors:** Marina A. Afanasyeva, Liudmila V. Britanova, Kirill V. Korneev, Nikita A. Mitkin, Anna A. Kuchmiy, Dmitry V. Kuprash

## Abstract

Clusterin is a multifunctional protein that participates in tissue remodeling, apoptosis, lipid transport, complement-mediated cell lysis and serves as an extracellular chaperone. The role of clusterin in cancer and neurodegeneration has been extensively studied, however little is known about its functions in the immune system. Using expression profiling we found that clusterin mRNA is considerably down-regulated in mouse spleen stroma upon knock-out of lymphotoxin β receptor which plays pivotal role in secondary lymphoid organ development, maintenance and function. Using immunohistochemistry and western blot we studied clusterin protein level and distribution in mouse spleen and mesenteric lymph nodes in steady state and upon immunization with sheep red blood cells. We showed that clusterin protein, represented mainly by the secreted heterodimeric form, is present in all stromal compartments of secondary lymphoid organs except for marginal reticular cells. Clusterin protein level rose after immunization and accumulated in light zones of germinal centers in spleen - the effect that was not observed in lymph nodes. Regulation of clusterin expression by the lymphotoxin beta signaling pathway and its protein dynamics during immune response suggest a specific role of this enigmatic protein in the immune system that needs further study.

## Introduction

Lymphotoxin beta receptor (LTβR) signaling plays a crucial role in development of secondary lymphoid organs (SLO). Surface lymphotoxin (LT) is a transmembrane heterotrimeric protein that belongs to the tumor necrosis factor (TNF) family and is expressed by lymphoid tissue inducer cells during early phases of SLO formation [1]. Acting through LTβR on lymphoid tissue organizer cells and earlier on their mesenchimal precursors, it activates synthesis of chemokines, adhesion molecules and lymphangiogenic factors through classical and alternative NFκB pathways, leading to maturation of stroma and lymphocyte homing [2], [3], [4]. In postnatal period, LTβR signaling is required for follicular dendritic cell (FDC) maintenance and germinal center (GC) formation in lymph nodes [5]. And it is even more important in spleen, where postnatal LTβR-Ig treatment leads to disruption of follicles and marginal zone, as well as GC failure [6].

Clusterin (also known as testosterone repressed prostate message-2, sulfated glycoprotein-2, apolipoprotein J (ApoJ), and X-ray–inducible transcript 8) was first described as the major glycoprotein in ram rete testis fluid with the capacity to elicit clustering of cells in an *in vitro* assay [7]. It is a multifunctional protein, which is mainly studied for its role in neurodegeneration and cancer [8]. Its mRNA is present at relatively high levels in brain, ovary, testes, liver, heart and adrenal gland; at moderate levels in spleen, lung, breast, kidney, seminal vesicle, prostate, and uterus; at low levels in skin, bone, thymus and digestive tract; and is absent in T-lymphocytes [9], [10]. Clusterin participates in tissue remodeling, apoptosis, lipid transport, complement-mediated cell lysis, and serves as an extracellular chaperone [8], [11], [12], [13], [14], [15], [16].

At the protein level, clusterin was found in non-lymphoid cells of many SLO: gut-associated lymphoid tissue, Waldeyer's ring [17], [18], reactive tonsils, lymph nodes and spleen [5], [19], but virtually nothing is known about its function in these organs. Clusterin is also present in medullary epithelial stromal cells of the primary lymphoid organ - thymus, but its precise function there is also not clear [20], [21].

In the present work we used expression profiling to identify new potential target genes of LTβR signaling pathway by comparing transcriptomes of spleen stromal cells derived from wild type and LTβR knock-out (LTβR-KO) mice. Since LTβR signaling drives morphogenesis and functional maturation of SLO, we expected to find new immunity-relevant genes among its targets. After filtration of the microarray results we focused on clusterin as it was significantly downregulated in LTβR-deficient spleen at both mRNA and protein level and its function in the immune system was poorly studied. We demonstrated activation of clusterin gene transcription upon interaction of mouse embryonic fibroblasts (MEF) with lymphoid cells bearing LT and significant changes in clusterin protein level and tissue distribution during primary immune response to T-dependent antigen.

## Results and Discussion

### Transcriptome of splenic stromal cells in normal and LTβR-deficient mice

LTβR-KO mice lack all lymph nodes and Payer's patches. Their spleen is completely disorganized with no proper segregation into red and white pulp. Nevertheless, lymphocytes are present in the organ, but they are not organized in conventional T- and B-zones. GCs also fail to develop [22].

We compared transcriptomes of freshly isolated LTβR-KO and WT splenic stroma (see Materials and Methods for details) and identified 505 genes (Table S1) with predominantly stromal expression, which showed >1.5-fold reduction of mRNA level upon LTβR knock-out (further designated as “potential LTβR target”, or “PLT” genes). 

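Expression was measured on 8 Illumina MouseRef-8 beadchips in 4 sample types with 2 arrays each: fresh splenic stroma of WT mice, fresh splenic stroma of LTβR-KO mice, splenocytes of WT mice and cultured splenic stroma of WT mice. Spleens had been rubbed over a 70 µm mesh, so that fresh stroma is what stayed on the mesh and splenocytes are what the wash carried off, and 400 ng of total RNA per sample had been amplified. The legend of Figure S1 calls the 2 arrays of a sample type biological replicates, whereas the deposited design text groups them as technical replicates of an extract. The p-values therefore measure the spread between these arrays, which may be technical only. For every array the authors deposited the bead signal and its detection p-value for 24613 probes, besides values they had normalized by cubic spline with background subtraction. Median bead signals were 56.0 and 60.1 on the WT stroma arrays, 57.1 and 57.0 for LTβR-KO stroma, 59.6 and 60.2 for splenocytes, and 66.6 and 63.4 for cultured stroma. In the same order, 11094 and 11283, 11183 and 10587, 10660 and 11179, and 9900 and 10879 probes had a detection p under 0.05. The authors' normalized values had medians between 9.30 and 9.35 on all 8 arrays, so these had already been brought to a common scale, and the bead signals were used instead.

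The bead signals were corrected for background and quantile-normalized on the log2 scale (neqc in limma, offset 16), and the 12389 probes detected on both arrays of at least 1 sample type were tested in a linear model of all 4 sample types. Changes were called at a Benjamini-Hochberg adjusted p under 0.05 over all tested probes. The log2 difference between replicate arrays had an SD of 0.23 in splenocytes to 0.33 in LTβR-KO stroma. On simulated arrays with this spread, in which 600 probes changed, 33.7% of those lowered 1.5-fold were called and 97.6% of those lowered 2-fold. A 1.5-fold change can thus be missed with 2 arrays. The adjusted threshold depends on how many probes change. With 1543 probes called in the data it was less strict, so these shares need not hold there. *Ltbr* itself gave log2 signals of 6.59 ± 0.26 in WT stroma, 6.96 ± 0.25 in LTβR-KO stroma, 5.51 ± 0.16 in splenocytes and 6.79 ± 0.24 in cultured stroma (mean ± SD, n = 2 arrays). LTβR-KO against WT stroma gave an adjusted p = 0.257 for *Ltbr* by limma's test. Where its probe lies relative to the deleted part of the gene is not known here, so these levels check no genotype.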

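Several of the genes most reduced in LTβR-KO stroma are described singly here, and they do not stand for their cell types. *Mfge8*, whose product tags apoptotic cells for uptake, fell from a log2 signal of 13.21 ± 0.05 in WT to 10.39 ± 0.14 in LTβR-KO stroma (mean ± SD, n = 2 arrays), a 7.08-fold change (limma adjusted p = 3.80e-06). *Clec4g*, a lectin of sinusoidal endothelium, fell 6.49-fold (adjusted p = 3.96e-06), *Siglec1*, the sialoadhesin of marginal metallophilic macrophages, 5.30-fold (adjusted p = 5.33e-05), and *Eln*, which encodes elastin, 4.32-fold (adjusted p = 3.12e-05). *Erdr1* fell most among PLT genes, at least 54.6-fold on the probe with the larger fall of the 2 tested. On that probe its log2 signal was 9.81 in splenocytes and 10.64 in WT stroma, a 1.77-fold difference (adjusted p = 0.00196). Cultured WT stroma gave 7.96. The LTβR-KO level of 4.50, where neither array detected it, thus lay below all WT sample types, splenocytes included. A fold is given as "at least" where a probe was detected on neither array of a group, and is then taken against the dimmest signal of any detected probe.

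Gene lists for cell types and pathways were fixed with Tables S1 and S2 already read, so their counts are not independent evidence of a direction. Of 31 measured endothelial genes, 18 fell and none rose (19 fell and 2 rose when adjusted over the list alone), among them *Sox18* (log2 change −1.51) and *Emcn* (−1.36). Their median change was −0.72, with an adjusted p = 0.0247 in limma's camera with an estimated correlation. Of 20 smooth muscle and pericyte genes, 13 fell and none rose (17 fell adjusted over the list alone), with *Lmod1* at −1.45 and *Myh11* at −1.01 (list median −0.82, camera adjusted p = 0.0420). Extracellular matrix and fibroblast genes were mixed: 15 of 35 fell, such as *Lama5* (−1.63), and 3 rose, such as *Dpt* (0.90) (17 fell and 4 rose adjusted over the list alone; list median −0.49, camera adjusted p = 0.0247). Markers of splenocytes moved the other way. Of 22 B cell genes, 18 rose and none fell (19 rose adjusted over the list alone), with *Cd79a* at 1.69 and a list median of 0.97 (camera adjusted p = 0.0187). Of 23 T and NK cell genes, 15 rose and none fell (18 rose and 1 fell adjusted over the list alone), with *Cd3g* at 1.68 and a list median of 0.86 (camera adjusted p = 0.0188).

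In all, 886 probes fell and 657 rose in LTβR-KO stroma, a total of 1543 that became 710 without WT stroma replicate 1 and 760 with only WT and LTβR-KO stroma in the fit. The study's rule asks for an adjusted p under 0.05, a signal over 1.5-fold lower in LTβR-KO stroma, and a mean in WT stroma above that in splenocytes. It was met by 721 probes, for 621 named genes and 77 probes without a gene symbol. Their median fold was 1.78 (quartiles 1.62 and 2.08). Of these probes, 219 fell over 2-fold and 18 over 4-fold, 306 were not detected in splenocytes and 50 were not detected in LTβR-KO stroma. Of the 505 genes of Table S1, 452 had a tested probe, 26 of them under another symbol. By its brightest probe each of the 452 was lower in LTβR-KO stroma, 436 passed the test and 427 met the whole rule. Counting any probe of a gene, 445 passed and 437 met the rule, against 275 without WT stroma replicate 1. The 702 probes at least 4-fold brighter in WT stroma than in splenocytes had a median log2 change of −0.65, and 391 of them fell while 7 rose. The 1729 probes at least 2-fold brighter in splenocytes had a median of 0.25, as drawn in the plot of change against stromal enrichment.

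The WT stroma arrays enter both axes of that comparison, which by itself makes them correlate. Across probes r was −0.57, and −0.50 on average in simulated noise with no difference between any groups. The covariance was −0.288, and −0.016 in the simulated noise. With the WT arrays split so that no array entered both axes, r was −0.49 and −0.51. The WT arrays may still share an extract. The paper kept only genes above their splenocyte level to avoid artifacts of splenocyte contamination, and from their reduction upon knock-out designates them potential LTβR targets. The splenocyte filter compares WT samples only, so it keeps genes that extra splenocytes in the LTβR-KO arrays would lower. In simulated mixtures of WT stroma with 35% or 20% splenocytes and no gene changed, 637 and 79 probes met the rule. Splenocyte-rich probes then had medians of 0.61 and 0.40, against the measured 0.25. In the settings of the simulation the data gave 721 PLT probes. No mixture was simulated in other settings, so the following counts have no simulated counterpart. The data gave 428 PLT probes with only WT and LTβR-KO stroma in the fit. They gave 444 with an offset of 50 and 464 without background correction.

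**Figure D1:**
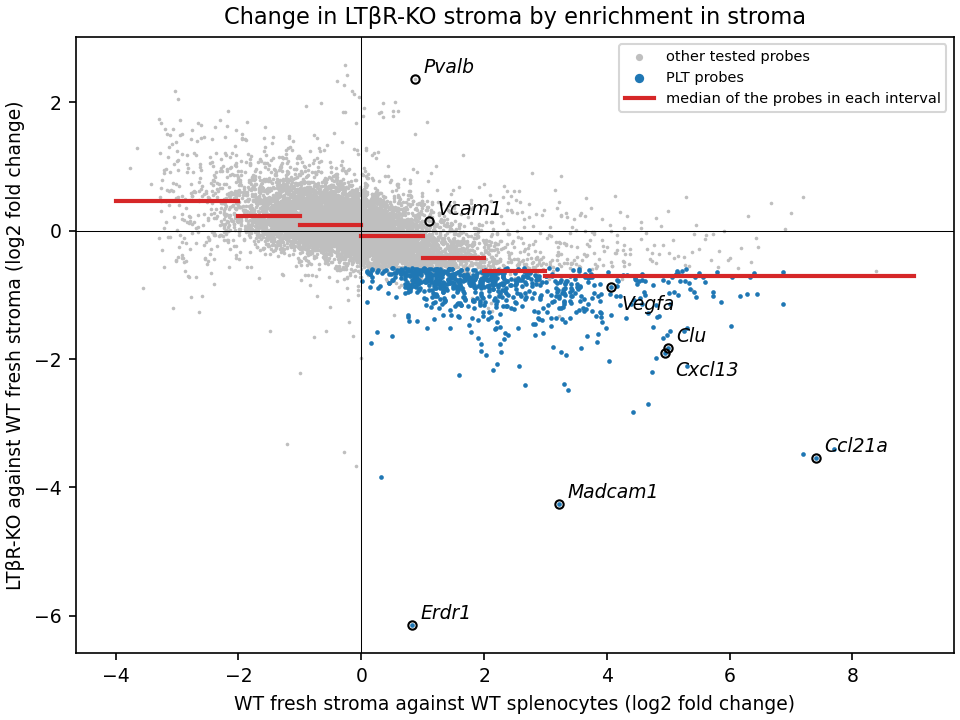
Change in LTβR-KO against WT fresh stroma (vertical axis, log2 fold change) by WT fresh stroma against WT splenocytes (horizontal axis, log2 fold change) for the 12389 tested probes. Blue points are the 721 PLT probes, red lines are medians within intervals of the horizontal axis, which go from 0.46 at the splenocyte end to −0.70 at the stromal end, and circled probes are named.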

Microarray results were confirmed by quantitative PCR and Northern blot analyses (fig. 1 and data not shown). 

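The addressin gene *Madcam1*, expressed along the marginal sinus, had a log2 signal of 8.75 ± 0.02 in WT stroma (mean ± SD, n = 2 arrays) and was detected on neither LTβR-KO array, a fall of at least 14.7-fold (limma adjusted p = 1.42e-07). The chemokine gene *Ccl21a*, whose product draws T cells and dendritic cells, fell from 12.84 ± 0.01 to 9.30 ± 0.06. *Cxcl13*, whose product draws B cells to follicles, fell from 10.68 ± 0.10 to 8.77 ± 0.10. These are falls of 11.6-fold and 3.76-fold (adjusted p = 2.21e-07 and 4.06e-05). The angiogenic factor *Vegfa* fell 1.84-fold (adjusted p = 0.00866), and *Prnp*, the prion protein gene expressed by follicular dendritic cells, 1.61-fold (adjusted p = 0.0143).

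Among 20 measured genes of a list of LTβR targets, 12 fell, none rose and 8 did not pass, and the numbers were the same when adjusted over the list alone. Besides those above, *Nkx2-3*, a homeobox gene of splenic stroma, changed by −1.16 on the log2 scale, *Ch25h*, which makes the oxysterol precursor that guides B cells, by −1.02, and *Pdpn*, which encodes gp38, by −0.99. The median of the list was −0.61 (camera adjusted p = 1.83e-10; 0.0247 with an estimated correlation). The 702 strongly stromal probes described above fell by a median of similar size, and relative to it *Ccl21a* stood at −2.89, *Cxcl13* at −1.26, *Vegfa* at −0.23 and *Prnp* at −0.03.

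*Prnp* missed the threshold in 4 of 17 other settings, with adjusted p from 0.00552 to 0.0717 over them: 0.0549 and 0.0717 without WT stroma replicate 1 or 2, 0.0650 without LTβR-KO replicate 1, and 0.0618 with only WT and LTβR-KO stroma in the fit.

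**Figure D2:**
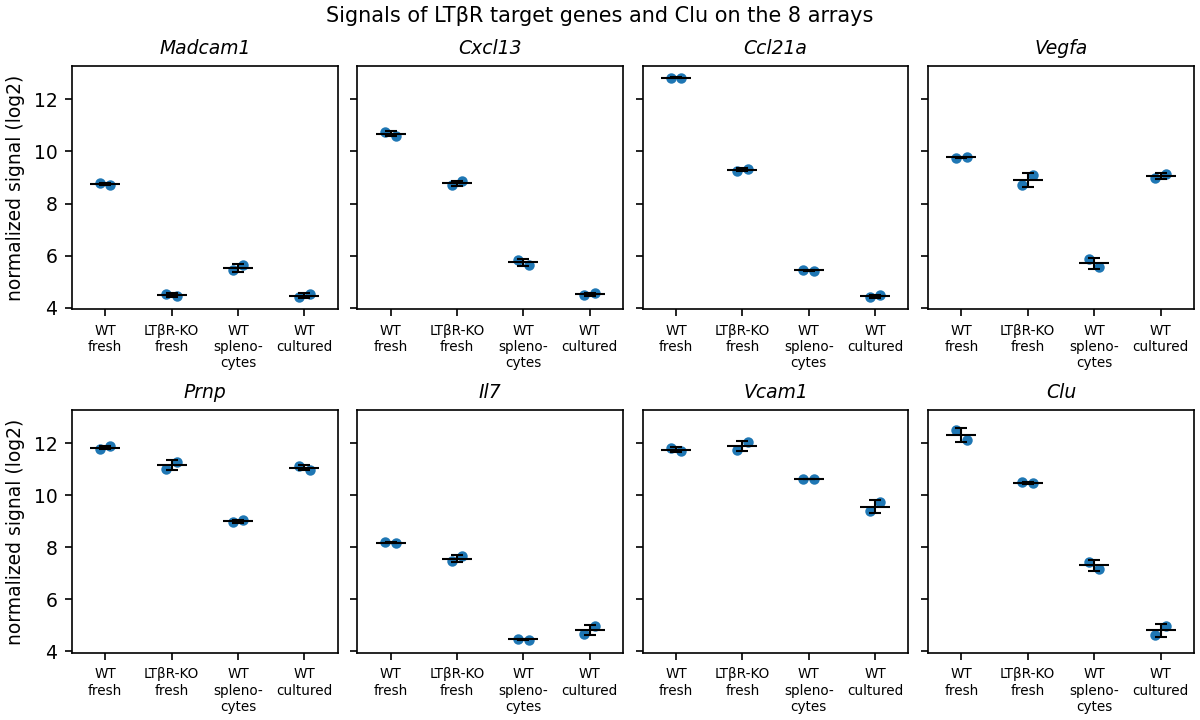
Normalized log2 signal (vertical axes) of 8 genes on each of the 8 arrays by sample type (horizontal axes). Points are arrays, long bars are means and short bars SDs of 2 arrays. *Madcam1* in LTβR-KO stroma lies at 4.49, the level of undetected probes, while *Vcam1* lies at 11.89 against 11.75 in WT stroma.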

Among PLT genes are a number of known targets of LTβR: *Madcam1* [*23*] *, Cxcl13(Blc), Ccl21a(Slc), Vegfa* [*24*], *Prnp* [*25*], which confirms the validity of our approach. Some of the known LTβR targets such as *Ccl19, Baff* and *Sdf1*, could not be assessed with the array used for technical reasons. 

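Of these 3 chemokine and cytokine genes, *Ccl19* had no probe under that symbol on the array. *Tnfsf13b*, the symbol of *Baff*, a survival factor of B cells, had 2 probes, 1 of which was detected well enough to be tested. Its log2 signal was 8.86 ± 0.12 in WT and 8.60 ± 0.01 in LTβR-KO stroma (mean ± SD, n = 2 arrays), a change of −0.25 with a standard error of 0.17 (limma adjusted p = 0.405). *Cxcl12*, the symbol of *Sdf1*, whose product retains plasma cells and progenitors, had 3 probes, of which 2 were tested. The brighter gave 12.81 in WT and 12.55 in LTβR-KO stroma (change −0.25, standard error 0.19, adjusted p = 0.466) and the dimmer a change of 0.08 (standard error 0.22, adjusted p = 0.869). Neither gene passed the test, which does not show that its level was unchanged.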

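*Il7* encodes the interleukin on which naive T cells depend for survival. In WT stroma its log2 signal was 8.17 ± 0.02 (mean ± SD, n = 2 arrays), at least 9.91-fold above splenocytes, where neither array detected it. In LTβR-KO stroma it fell to 7.56 ± 0.14, a 1.53-fold reduction with a log2 standard error of 0.15 (limma adjusted p = 0.0231). *Il7* belongs to the list for T-zone and marginal reticular cells. Of 16 measured genes of that list 7 fell, with *Il7*, *Ccl21a*, *Cxcl13* and *Madcam1* among them, and 8 did not pass. Only *Thy1*, which T cells also express, rose (9 fell and 1 rose adjusted over the list alone). The median of that list was −0.50 (camera adjusted p = 2.72e-05; adjusted p = 0.0910 with an estimated correlation).

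The reduction of *Il7* differed by 0.04 from the median of the strongly stromal probes. It lost its call in 4 of 17 other settings, over which the adjusted p ranged from 0.00885 to 0.108: without WT stroma replicate 1 (0.108) or 2 (0.0775), without LTβR-KO replicate 1 (0.0923), and with only WT and LTβR-KO stroma in the fit (0.0654).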

*Il7* appeared to be downregulated in LTβR-KO spleen in agreement with its expression by gp38-positive stromal cells [26], which mature under LT control [27]. Somewhat surprisingly, *Vcam1* expression in splenic stroma was not affected by LTβR knock-out, even though this gene was previously shown to be directly activated by LTβR stimulation via canonical NFkB pathway [28], [29]. 

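*Vcam1*, an adhesion molecule of stromal cells that red pulp macrophages carry too, gave a log2 signal of 11.75 ± 0.10 in WT and 11.89 ± 0.19 in LTβR-KO stroma (mean ± SD, n = 2 arrays). The change of 0.15 had a standard error of 0.16 (limma adjusted p = 0.647), and lay between 0.01 and 0.28 when each array was left out in turn. Splenocytes gave 10.64, which is 2.16-fold below WT stroma (adjusted p = 0.000197). *Icam1*, another adhesion molecule regulated by NFkB, changed by −0.22 (adjusted p = 0.415), and the genes of the NFkB family members *Relb* and *Nfkb2* by −0.18 (adjusted p = 0.50) and −0.13 (adjusted p = 0.765); none of them passed. Of 14 red pulp macrophage genes, 2 rose and 1 fell (3 rose and 1 fell adjusted over the list alone; list median 0.22, camera adjusted p = 0.215).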

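Genes higher in LTβR-KO stroma included chemokines, matrix genes and genes best known from other tissues. *Ccl11*, the chemokine eotaxin, rose 3.65-fold (limma adjusted p = 0.000224), to a log2 signal of 6.84 ± 0.13 from 4.97 ± 0.40 in WT stroma (mean ± SD, n = 2 arrays), where 1 of the 2 arrays detected it, near background, so the size of this fold is uncertain. *Ccl8*, a chemokine for monocytes, rose 2.85-fold (adjusted p = 0.000314), and *Mmp3*, the matrix enzyme stromelysin, 2.26-fold (adjusted p = 0.00212). *Pvalb*, a calcium-binding protein gene of fast muscle fibres and some neurons, rose 5.14-fold (adjusted p = 4.48e-05), and *Ces1d*, a carboxylesterase gene of fat and liver, 3.22-fold (adjusted p = 6.29e-05).

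The pancreatic genes of Table S2, *Spink1* (listed there as *Spink3*), *Pnliprp2* and *1810009J06Rik*, rose at least 2.40-fold, 1.56-fold and 1.65-fold. With them, 22 of 24 measured acinar genes rose and 1, *Bhlha15*, fell, in the full test and adjusted over the list alone, with a median of 1.78 (camera adjusted p = 7.02e-24; 0.0247 with an estimated correlation). The digestive enzyme genes *Amy2a5* (2.00), *Try4* (2.17) and *Cpa1* (1.91) were among them. Of 16 adipocyte genes 4 rose and 2 fell (4 rose and 3 fell adjusted over the list alone; list median 0.08, camera adjusted p = 0.348). Table S2 had been read when these lists were made, so they are not independent evidence for its genes.

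In all, 547 probes were over 1.5-fold higher in LTβR-KO stroma, and 482 of them (88.1%) were at least as bright in splenocytes as in WT stroma. The remaining 65 probes, for 57 named genes, meet the rule of a higher mean in WT stroma than in splenocytes. All 21 genes of Table S2 with a tested probe rose over 1.5-fold by their fitted change. Of these, 17 met the splenocyte rule, and *Fcrl1*, *Sit1*, *Spink1* and *1810009J06Rik* did not; 10 met it without WT stroma replicate 1 and 10 without LTβR-KO replicate 2. The number of probes under the rule was 40 without WT stroma replicate 1, 42 with only WT and LTβR-KO stroma in the fit and 22 at a 2-fold threshold.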

24 genes showed >1.5-fold elevated expression in LTβR-KO spleen as compared to wild type (Table S2), indicating that these genes may be negatively regulated by LTβR signaling pathway.

**Figure 1:**
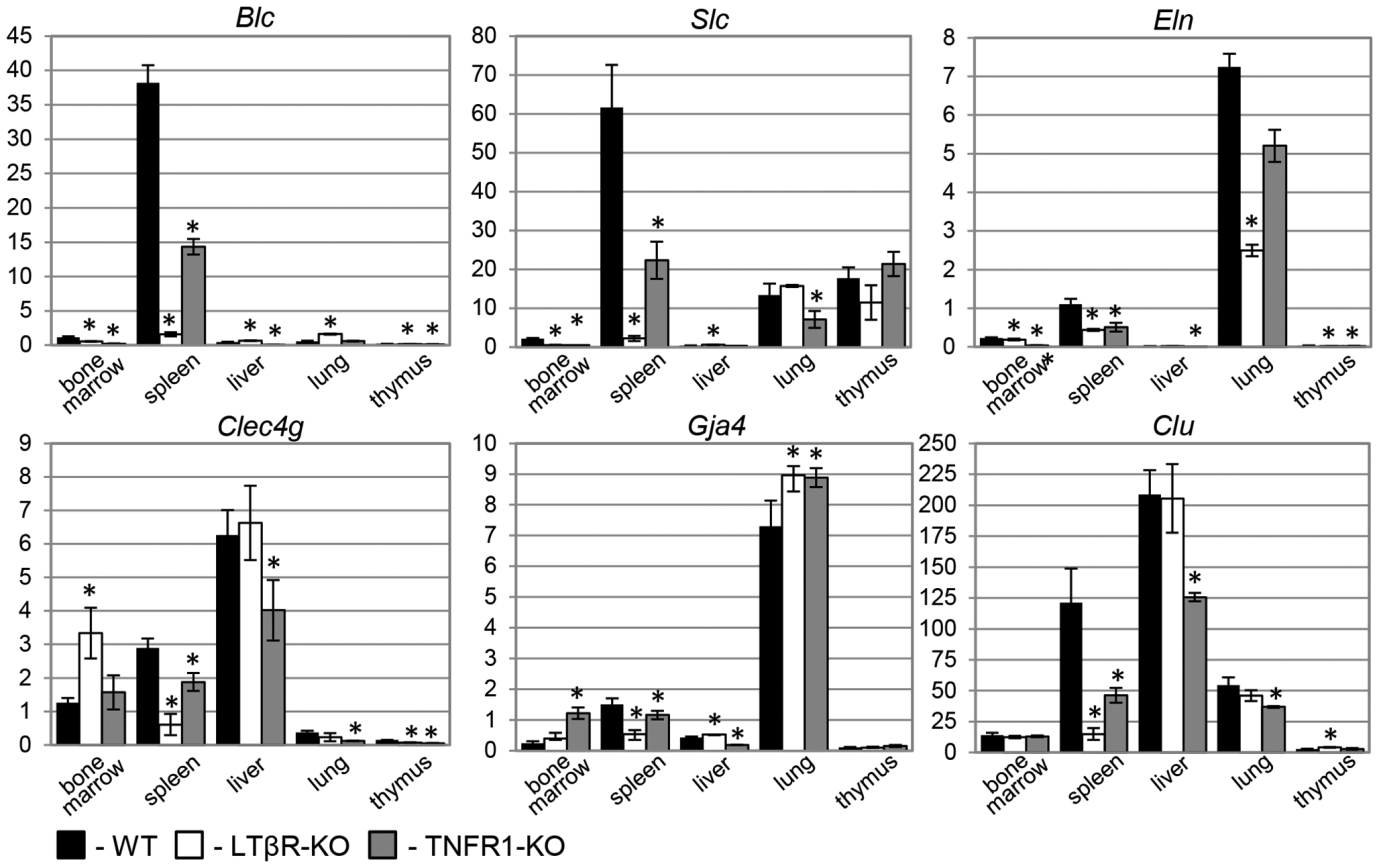
Relative mRNA levels of known and potential LTβR target genes in various mouse tissues. Real-time PCR data on mRNA levels in various tissues from wild type, TNFR1-KO, and LTβR-KO mice of selected genes down-regulated in LTβR-KO splenic stroma. Data was normalized to GAPDH, which expression level was taken as 100%. Note high expression of clusterin in wild type spleen and its dramatic reduction in spleen upon LTβR knockout. Data is represented as mean±SD. * – Difference from the wild type is significant at *p*<0.05.

Strikingly, spleen stroma cultured for 3–5 weeks in the absence of lymphocytes dramatically changed its expression profile. 

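Genes of endothelium, B cells and erythroid cells fell in cultured stroma. *Gpnmb*, a glycoprotein gene of macrophages and melanocytes, rose 522-fold on the probe with the largest change (limma adjusted p = 9.68e-11), from 4.73 ± 0.36 to 13.76 ± 0.04 on the log2 scale (mean ± SD, n = 2 arrays). Only 1 of the 2 WT stroma arrays detected it, at a level near background, so the size of this fold is uncertain. The acute-phase gene *Saa3* rose 454-fold and the monocyte chemokine gene *Ccl7* 130-fold (adjusted p = 9.68e-11 for each), and *Trem2*, a receptor gene of macrophages, at least 97.8-fold. *Hba-a1*, the alpha globin gene, fell at least 1004-fold from the brightest level the arrays reached, the erythrocyte anion exchanger gene *Slc4a1* at least 394-fold, and *Ccl21a* at least 232-fold. Each was detected on neither cultured array.

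Of 31 endothelial genes, 30 fell and 1, *Stab1*, which macrophages express too, rose, with a median log2 change of −4.28 (−4.80 to −3.27 under other scalings). *Plvap* fell at least 102-fold and *Cldn5* at least 64.7-fold. Of 22 B cell genes, 20 fell and 1 rose (median −3.0, from −3.43 to −1.97 under other scalings), and of 23 erythroid genes, 19 fell and 2 rose (median −2.30, from −2.82 to −1.39). The counts of these 3 lists were unchanged when adjusted over the list alone, and their camera calls held with an estimated correlation (adjusted p = 0.0339 for each). Smooth muscle genes also fell, 19 of 20, with *Myh11* at −4.78 and *Acta2* at −1.18 (list median −1.48, camera adjusted p = 3.52e-07; 0.172 with an estimated correlation). Extracellular matrix genes went both ways, with 8 of 35 up, such as *Tnc* (3.98), *Fbln2* (3.13) and *Timp1* (4.11), and 18 down (median −0.41, camera adjusted p = 0.119). Of 14 red pulp macrophage genes, 8 rose and 4 fell, with *C1qb* at 3.77 (median 2.39, adjusted p = 0.0711).

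Between cultured and fresh WT stroma 8025 of 12389 tested probes changed (64.8%), 4184 up and 3841 down, and 1474 changed over 4-fold. Culture and sample preparation differ together between these groups: fresh stroma holds blood cells that a passaged adherent culture does not, and the sources give the time in culture as 3–4 or 3–5 weeks.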

Cluster analysis revealed that transcriptome of cultured splenic stroma is the most distant one among all the studied groups of samples (Figure S1).

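Cultured stroma stood farther from each of the other sample types than those stood from each other. As 1 minus Pearson's r between arrays over the 12389 tested probes, its distance was 0.284 ± 0.003 from WT stroma, 0.286 ± 0.004 from LTβR-KO stroma and 0.301 ± 0.005 from splenocytes (mean ± SD over 4 pairs of arrays). Fresh WT stroma and splenocytes lay 0.211 ± 0.006 apart, LTβR-KO stroma and splenocytes 0.153 ± 0.004, and WT and LTβR-KO stroma 0.0342 ± 0.0052. Replicate arrays of a sample type lay 0.0077 to 0.0155 apart. Average linkage joined WT with LTβR-KO stroma at a height of 0.0342, splenocytes to both at 0.182, and cultured stroma last at 0.290, as the plot of distances between arrays shows. LTβR-KO stroma was thus nearer to splenocytes than WT stroma was.

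Fresh WT stroma and splenocytes differed in single genes by large factors. The smooth muscle actin gene *Acta2* was 334-fold higher in stroma, and *Mgp*, a matrix protein gene, at least 112-fold; *Coro1a*, a leukocyte gene, was lower by −3.76 on the log2 scale. In this comparison 6916 probes differed, 2998 higher in stroma and 3918 lower. The smallest mean distance of cultured stroma from another sample type was 1.35 times the largest mean distance among the others. No p-value attaches to this ordering, and the legend of Figure S1 names neither its metric nor its linkage.

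**Figure D3:**
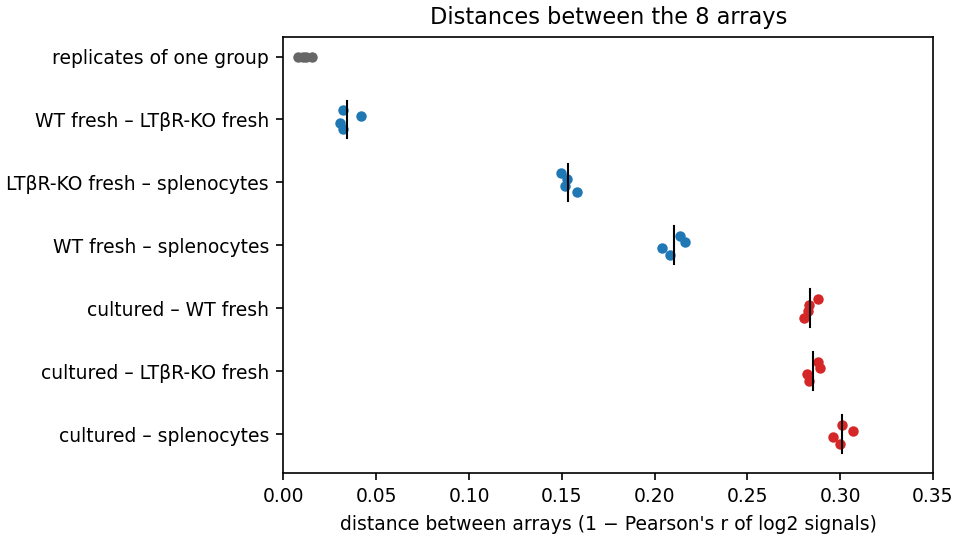
Distance between arrays (horizontal axis, 1 minus Pearson's r of log2 signals) for each pair of sample types (vertical axis). Points are pairs of arrays and vertical bars are means. All distances of cultured stroma (red) lie at 0.281 or above, and all other distances (blue, grey) at 0.217 or below.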

Endothelial and smooth muscle cells of white pulp express LTβR, and its activation is required to maintain proper marginal sinus vascular structure and function [30]. In accordance with that, *Gap Junction Protein Alpha 4*, *Endothelin 1* and other genes of vasculature development cluster were highly enriched among PLT genes (Enrichment Score: 6.43, *p-values* for individual annotation terms ≤3.4•10^−6^).

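*Gja4*, which encodes the arterial gap junction protein connexin 37, fell from 10.07 ± 0.13 in WT to 8.44 ± 0.10 in LTβR-KO stroma (mean log2 signal ± SD, n = 2 arrays), 3.09-fold (limma adjusted p = 0.000114). *Edn1*, the gene of the vasoconstrictor endothelin 1, fell from 8.27 ± 0.32 to 6.54 ± 0.64, 3.31-fold (adjusted p = 0.0021). Of 68 measured genes of vasculature development, 37 fell, 2 rose and 29 did not pass (42 fell and 4 rose adjusted over the list alone). The falls included the guidance receptor gene *Unc5b* (log2 change −1.83), the Notch pathway genes *Notch4* (−1.61) and *Hey1* (−1.36), and the transcription factor genes *Id1* (−1.64) and *Sox17* (−1.05). *Cxcr4* (1.48), which lymphocytes carry as well, and *Lmo2* (0.71) rose. Receptor genes *Nrp1* (0.21, adjusted p = 0.405) and *Notch1* (−0.05, adjusted p = 0.916) did not pass. The list had a median of −0.59 (camera adjusted p = 6.86e-13; 0.0247 with an estimated correlation). Camera compares each list with all other tested genes, those of splenocytes included. The 702 strongly stromal probes fell by a similar median (−0.65).

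Among 4393 genes with a higher mean in WT stroma than in splenocytes, 621 were PLT genes. They held 33 of the 61 vasculature genes in this set, where 8.62 were expected (odds ratio 7.50, adjusted p = 2.12e-12, one-sided Fisher's exact test). The list was written with Table S1 and the named pair of genes already read, and it is not the DAVID cluster of the paper. Against the narrower background of 590 genes at least 4-fold above splenocytes, chosen after seeing the data, 30 of 42 were PLT genes (odds ratio 2.30, adjusted p = 0.0737, Fisher's exact test), compared with 1.58e-19 to 3.07e-09 over the other settings. Those 590 genes included 315 PLT genes. As in the plot of list members, markers of B cells, T cells, granulocytes and pancreas rose while these genes fell.

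**Figure D4:**
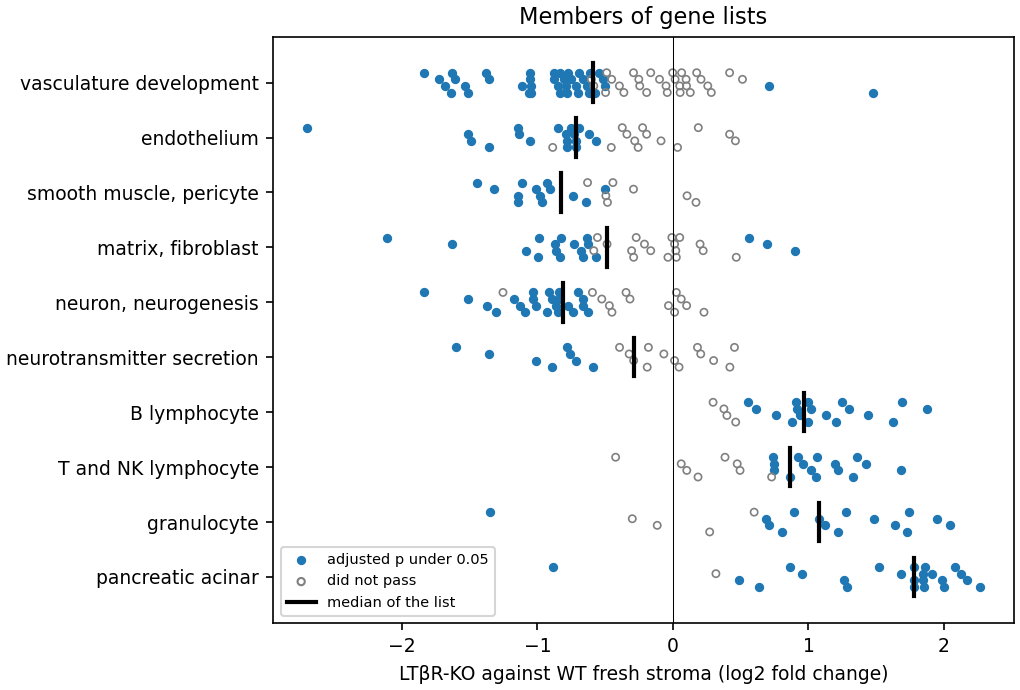
Log2 fold change of LTβR-KO against WT fresh stroma (horizontal axis) for the measured members of 10 gene lists (vertical axis). Filled points passed at an adjusted p under 0.05, open points did not, and black bars are medians, from −0.82 for smooth muscle to 1.78 for pancreatic acinar genes.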

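Of 36 measured genes of neurons and neurogenesis, 23 fell in LTβR-KO stroma, none rose and 13 did not pass (28 fell adjusted over the list alone). *Stmn2*, a microtubule regulator of growing axons, fell at least 1.94-fold (limma adjusted p = 0.000507, n = 2 arrays per group) and *Uchl1*, an abundant neuronal hydrolase gene, at least 1.77-fold (adjusted p = 0.00347), as neither LTβR-KO array detected them. *Syp*, the gene of the synaptic vesicle protein synaptophysin, changed by −1.01 on the log2 scale (standard error 0.18, adjusted p = 0.00475). Guidance genes were among the falls, such as *Efnb1* (−1.51), *Unc5c* (−1.37) and *Sema3f* (−0.67); *Unc5b*, *Efna1* and *Sema3f* stand on the vasculature list too, and *Sncg* on that of smooth muscle. *Tubb3* (0.06, adjusted p = 0.894) and *Snap25* (0.01, adjusted p = 0.980), both widely used neuronal markers, did not pass. The median of the list was −0.81 (camera adjusted p = 2.97e-14; 0.0247 with an estimated correlation).

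Neurotransmitter secretion gave 8 falls and no rise among 21 measured genes, with or without adjustment over the list alone. *Sv2b*, a synaptic vesicle glycoprotein gene, changed by −1.35, *Nlgn2*, a postsynaptic adhesion gene, by −0.89, and *Stx1a*, which encodes the fusion protein syntaxin 1A, by −0.78. The amyloid precursor gene *App* (−0.72) and *Rab3d* (−0.59), a secretory GTPase gene, are expressed in many cell types. The median was −0.29 (camera adjusted p = 0.00191), and with an estimated correlation the adjusted p = 0.141, against 0.00114 to 0.00789 over the other settings. Of 6 Schwann cell and glia genes, 2 fell and none rose, also adjusted over the list alone (list median −0.17, camera adjusted p = 0.139).

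PLT genes held 23 of the 31 neuronal genes that were brighter in WT stroma than in splenocytes (4.38 expected, odds ratio 18.1, adjusted p = 1.34e-12) and 8 of the 15 for neurotransmitter secretion (2.12 expected, odds ratio 7.01, adjusted p = 0.00146; one-sided Fisher's exact tests). Both lists were written with Table S1 already read, and DAVID was not rerun. Against genes at least 4-fold above splenocytes, a background chosen after seeing the data, the adjusted p was 0.0151 for neuronal genes (17 of 19) and 0.438 for neurotransmitter secretion (5 of 6), compared over the other settings with 1.76e-17 to 6.96e-08 and 0.00016 to 0.0152.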

Interestingly, nervous system-related genes also appeared to be highly enriched in PLT gene group (Enrichment Score: 3.2, *p-values*≤0.006 for neurogenesis cluster; Enrichment Score: 1.94, *p-values*≤0.026 for regulation of neurotransmitter secretion cluster). That may be of physiological significance, since innervation of SLOs was shown to be important for their function [31]. Distribution of nerve fibers of different types in spleen of LTβR-KO mice has not been studied yet, but represents an interesting question.

### *Clusterin* gene expression is dependent on LTβR signaling

LTβR knock-out results in a significant decrease in *Clu* gene expression in splenic stroma (by the factor of 3 according to microarray data and by almost an order of magnitude according to quantitative real-time PCR) (Table S1 and fig. 1). This is in accordance with previously reported *Clu* downregulation in mouse spleen upon combined lymphotoxin-α and TNF knock-out [32] as well as with the fact that *Clu* transcripts are significantly overrepresented in FDC-enriched cell fraction of mouse spleen and are consistently down-regulated in soluble LTβR-Ig-treated mesenteric lymph nodes [5]. 

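*Clu*, which encodes the secreted chaperone clusterin, gave log2 signals of 12.49 and 12.11 on the WT stroma arrays and 10.49 and 10.45 on the LTβR-KO arrays. This is a 3.56-fold fall, −1.83 on the log2 scale with a standard error of 0.18 (limma adjusted p = 0.000184). Splenocytes gave 7.30 ± 0.21 (mean ± SD, n = 2 arrays), which is 31.9-fold below WT stroma (adjusted p = 6.63e-09). In cultured stroma, where 1 of the 2 arrays detected it, *Clu* lay at 4.81 ± 0.24, a level near background. It was thus lower than in fresh WT stroma (adjusted p = 3.05e-10) by a fold whose size is uncertain. Among the other genes listed for follicular dendritic cells, *Mfge8* changed by −2.82 and *Cxcl13* by −1.91. *Sox9*, a transcription factor gene, changed by −0.75 (limma adjusted p = 0.0280). *Fcgr2b* (1.13) and *Fcer2a* (1.63), Fc receptor genes that B cells express too, rose. Of the 12 genes of this list, *Clu* included, 5 fell, 2 rose and 5 did not pass, also adjusted over the list alone. The list median was −0.25 (camera adjusted p = 0.0173, and 0.222 with an estimated correlation).

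*Clu* kept its direction and its call in all 17 other settings that include it, between −2.02 and −1.64, with adjusted p from 1.30e-05 to 0.00526. Measured against the median fall of the 702 strongly stromal probes, *Clu* was lower by −1.18, or 2.26-fold. The quantitative PCR values of Fig. 1 are not analysed here.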

Among studied organs (bone marrow, spleen, liver, lung and thymus), dependence of *Clu* mRNA level on LTβR expression was seen only in spleen, where it also depended on the presence of TNFR1 but to a lesser extent. Interestingly, relationship between splenic *Clu* mRNA levels in WT, LTβR-KO and TNFR1-KO mice was very similar to that of two well-studied LTβR targets *Blc* and *Slc* (Fig. 1).

In order to demonstrate more directly that *Clu* expression can be activated by LT, we incubated MEF with Reh human B-lymphocytic leukemia cells. Reh cells were shown to constitutively express high amounts of LT heterotrimer on their surface without expressing TNFα [33], and human LT was shown to effectively interact with the murine LTβR receptor [34]. *Blc* and *Vcam1* mRNAs, previously shown to peak in response to LTβR cross-linking in MEF at 24 h and 3 h, respectively [2], [35], were used as controls for proper activation. We used Jurkat human T-cell line as a negative control, since flow cytometry showed the absence of surface LT epitopes on these cells [33].

Cocultivation of MEF with Reh but not Jurkat cells for 24 h significantly induced *Clu* mRNA (fig. 2). Temporal dynamics of *Clu* upregulation resembled that published for *Blc*, but not *Vcam1* [2], [28], indicating involvement of alternative rather than classical NFκB pathway in *Clu* activation via LTβR.

**Figure 2:**
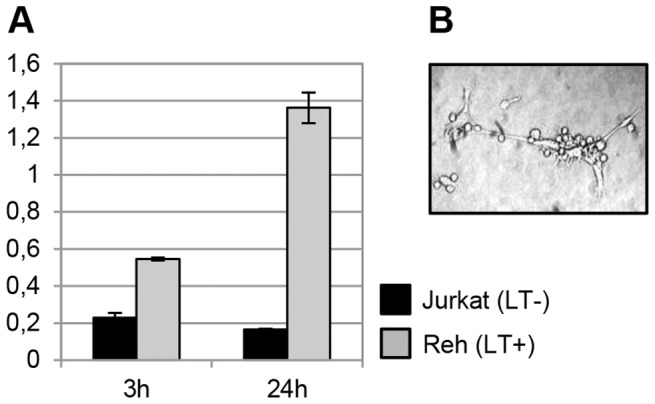
Clusterin expression in activated MEF. (A) MEF were incubated with either Reh cells bearing surface LT (“LT+”) or Jurkat cells not expressing LT on their surface (“LT−”) for indicated time periods, and clusterin mRNA was measured by real-time RT-PCR. Data was normalized to mouse β-actin. (B) Physical interaction of MEF with lymphoid cells in culture. Data is represented as mean±SD.

### Splenic CLU isoform and its distribution among stromal cell subpopulations

There are several CLU protein isoforms encoded by two CLU gene transcripts. The main and longer gene transcript encodes glycosylated presecretory form psCLU with apparent molecular weight of about 60 kDa. Cleavage into α- and β-chains and further extensive glycosylation produces a mature, secreted heterodimeric 70–80 kDa protein referred to as sCLU. Under reducing conditions both α- and β-subunits of sCLU run at about 40 kDa at SDS-PAGE. The second transcript lacks the endoplasmic reticulum-targeting sequence at exon 2 and its product is detected as 49 kDa non-glycosylated pnCLU precursor in the cytosol and a 55-kDa glycosylated nCLU protein in the nucleus [36].

Secretory and nuclear forms of clusterin are considered to have somewhat opposing functions, with sCLU being a cell-protective, anti-apoptotic protein, and nCLU acting as a pro-death signal, inhibiting cell growth and survival [37]. As it is important for understanding the clusterin functions in SLO, we assessed CLU protein isoform in the splenic stroma using Western blot. Clusterin immunopositive band ran around 70 kDa in non-reducing conditions, and around 40 kDa in reducing conditions, which corresponds to sCLU and its two co-migrating subunits, respectively (fig. 3a). The pattern was similar for WT and KO mice, however the intensity of CLU bands in KO mice was significantly reduced (fig. 3b).

**Figure 3:**
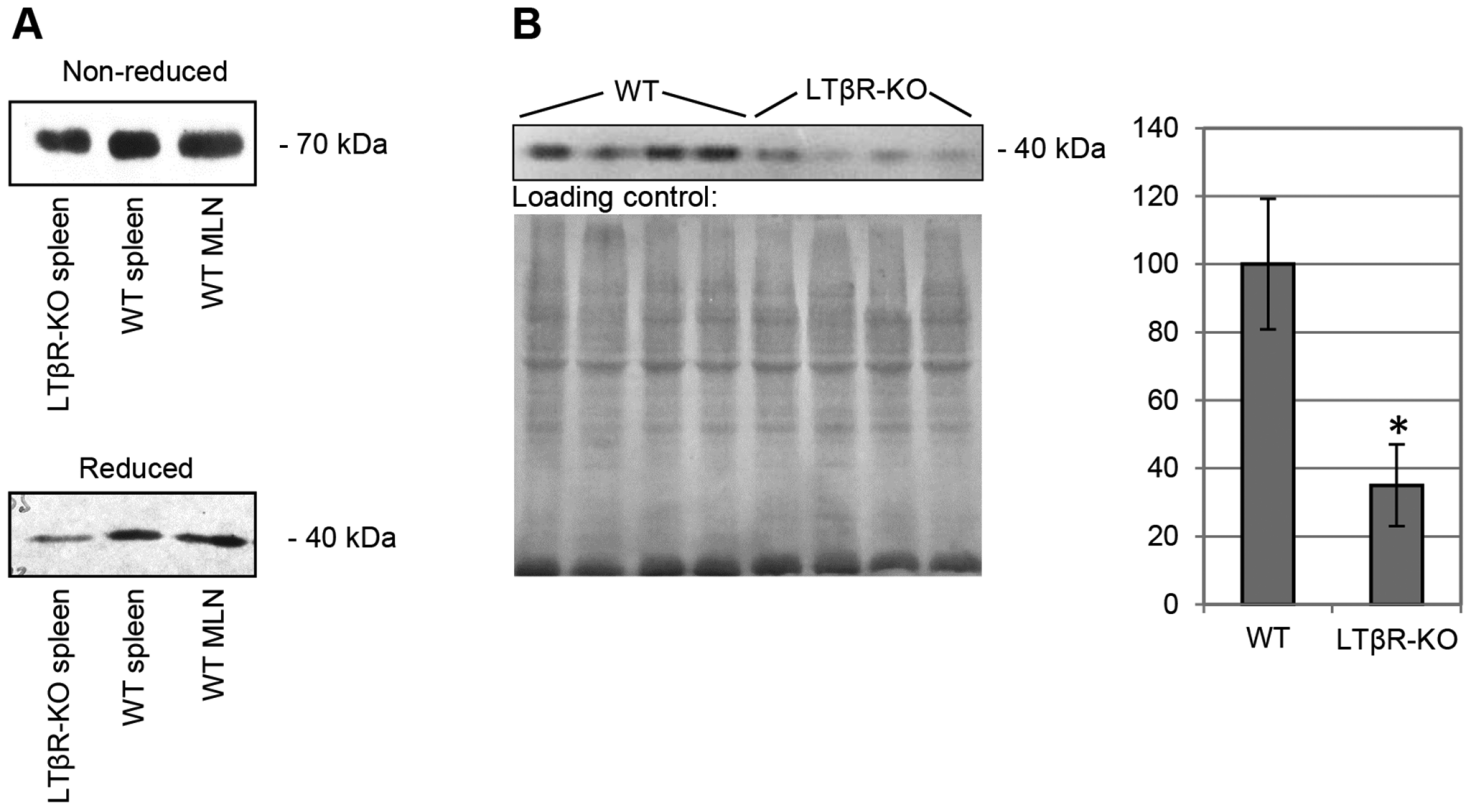
Western blot analysis of CLU isoform. (A) Electrophoresis of stromal proteins from spleen and mesenteric lymph nodes (MLN) was performed in reducing and non-reducing conditions. Immunopositive bands mobility corresponds to secreted CLU isoform (sCLU). (B) Quantitative comparison of splenic sCLU expression in wild type (WT) and LTβR-deficient (LTβR-KO) mice. Data is normalized to the average WT expression and represented as mean±SD. * – Difference from the wild type is significant at *p*<0.05.

In order to assess cellular distribution of sCLU in splenic stroma, we used immunohistochemical staining of frozen spleen sections with commercial polyclonal anti-CLU antibodies (R&D AF2747) raised against recombinant mouse CLU Glu22-Glu448. Polyclonality and usage of almost full-length protein as immunogen ensured that this antibody would recognize different CLU isoforms in different applications. AF2747 specificity was confirmed by specific staining of HEK293 cells transiently transfected with full-length CLU (data not shown).

Multi-color immunostaining with B-220 (recognizing B-cells) and ER-TR7 (recognizing fibroblastic reticular cells, marginal reticular cells and red pulp fibroblasts) showed that clusterin was expressed by all subsets of stromal cells in spleen and mesenteric lymph nodes (MLN) except for marginal reticular cells (MRC) (fig. 4, 5). This expression pattern is broader than previously reported [5], [19], [38], though the brightest staining was still observed in B-cell areas, especially in GCs after immunization, and is attributed to FDC for which clusterin is used as one of differential markers [38], [39]. An important difference with the previous observations consists in the clear absence of marginal zone staining in spleen (fig. 4d). Diffuse staining was observed in spleen red pulp, MLN medulla and lumen of high endothelial venules, which can be explained by the high amount of sCLU in blood [13]. GC staining also had a diffuse appearance, not resembling stromal cell contours, which may be indicative of active secretion of sCLU in this area. Previously, sCLU secretion by FDC was shown by Verbrugghe et al. who detected clusterin immunoreactivity in the endoplasmic reticulum, Golgi apparatus, and on the plasma membrane of FDC in human Payer's patches by electron microscopy [18].

**Figure 4:**
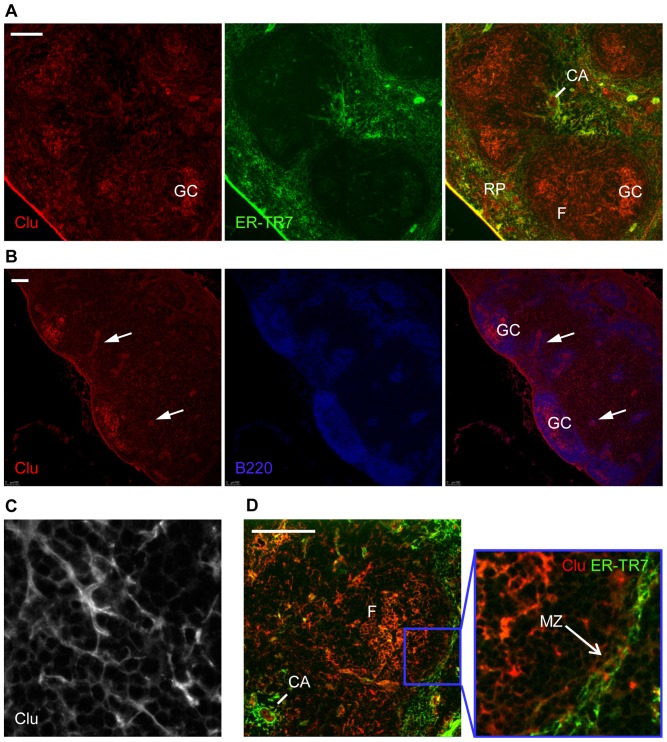
Cellular and tissue distribution of clusterin. Immunohistochemical staining of wild type spleen (A) and MLN (B) after immunization with SRBC. (C) Shows an image of clusterin-positive spleen stromal cell under high power (original magnification 630×), showing that clusterin is located near cell membrane. (D) Double staining for MRC marker ER-TR7 (green) and clusterin (red). Ubiquitous presence of clusterin-positive cells can be seen in all stromal compartments except for splenic marginal zone (D), with the brightest staining seen in germinal centers. Scale bar: 100 µm. GC – germinal center, CA – central arteriole, RP – red pulp, F – follicle, arrows – high endothelial venules, MZ – marginal zone. Data is representative of at least 2 experiments.

**Figure 5:**
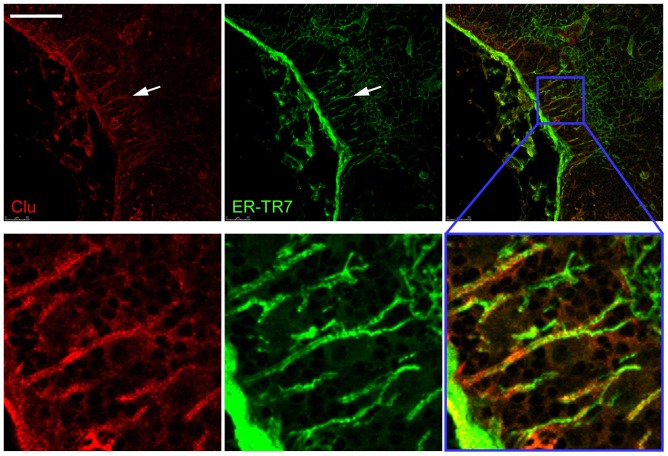
Interfollicular channel region of mouse mesenteric lymph node. MLN was stained with anti-clusterin and ER-TR7 antibodies after immunization with SRBC. Note clear immunopositivity of conduits (arrows) for clusterin. Lower row represents the close up of the indicated square region. Data is representative of at least 2 experiments. Scale bar: 100 µm.

In contrast to the wild type pattern, only faint staining of few stromal cells could be seen in disorganized white pulp of the spleens of LTβR-KO mice (data not shown). Diffuse staining of red pulp was not affected. This may reflect not only the absence of FDC, which contribute to the bright staining of B-cell follicles in WT mice spleen, but also downregulation of CLU in other stromal cell types in the absence of LTβR signal.

### sCLU dynamics during immune response

CLU was previously shown to be induced during tissue remodeling in mammary gland [40]. Its mRNA and protein levels substantially rise during pregnancy, when mammary tissue undergoes structural changes, and at the early stages of post-weaning involution accompanied by high rates of apoptotic death [11]. This data and also the fact that CLU may serve as a survival factor for GC B-cells [5] prompted us to study CLU protein dynamics in spleen and MLN during immune response by immunohistochemistry and Western blot. The development of GC reaction was confirmed by peanut agglutinin (PNA) staining. Only in spleen, but not in MLN, CLU protein level was elevated at the peak of GC formation (fig. 6). This overall increase was accompanied by the accumulation of CLU immunoreactivity in the light zones of GCs (fig. 7a). That was not the case in MLN, where bright focuses of CLU could be seen in centers of B-cell follicles independently of immunization and GC presence (fig. 7b). No parallel increase in *Clu* mRNA level could be detected in spleen by quantitative PCR (data not shown) indicating that either *Clu* mRNA peaks before the 8th day post immunization, or CLU protein synthesis is controlled at the post-transcriptional level.

**Figure 6:**
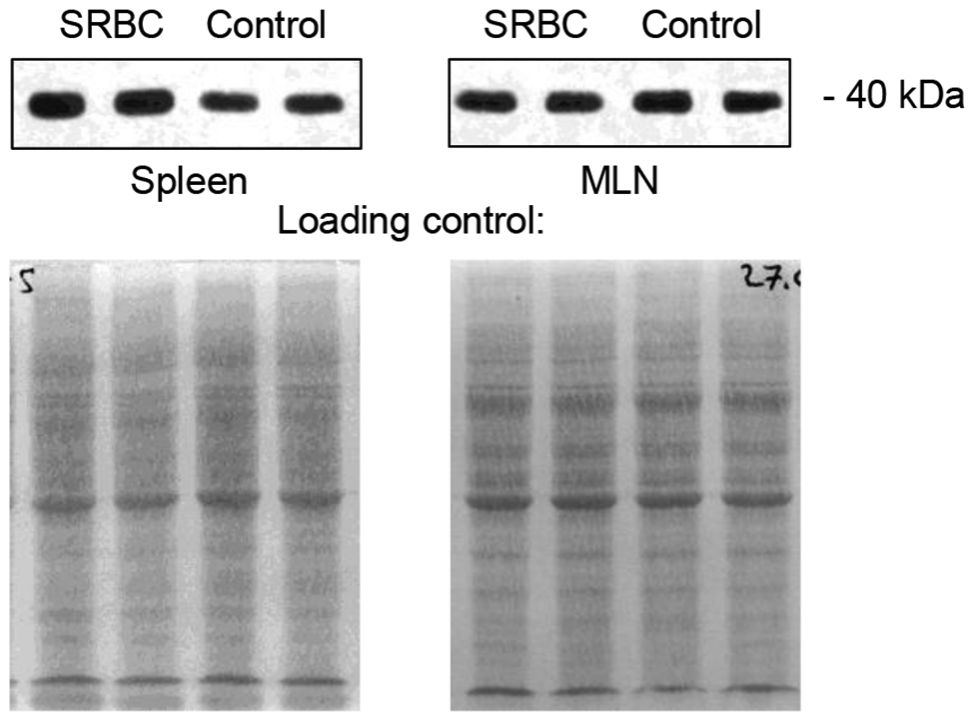
Changes in sCLU protein level in spleen and MLN of WT mice at day 8 after immunization with SRBC. Western blot of total tissue homogenates shows an increase in sCLU amount in spleen but not MLN. Data is representative of 2 independent experiments.

**Figure 7:**
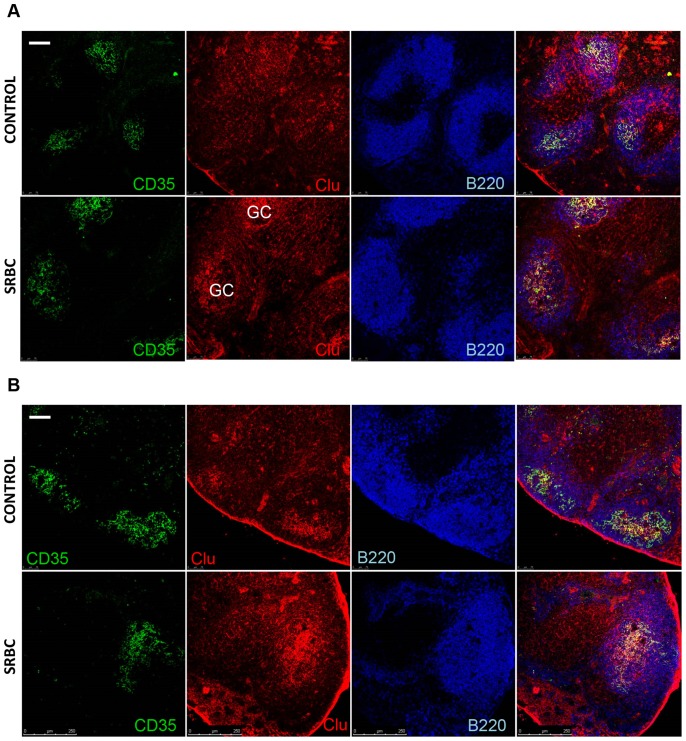
Changes in sCLU tissue distribution in spleen and MLN of WT mice at day 8 after immunization with SRBC. (A) Immunohistochemical staining of WT spleen cryosections showing accumulation of clusterin in the light zones of germinal centers (GC) upon immunization. (B) No changes in clusterin tissue distribution and quantity can be seen in MLN of WT mice after SRBC immunization. Data is representative of at least 2 independent experiments. Scale bar: 100 µm.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals (NRC 2011), the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes, Council of Europe (ETS 123), and “The Guidelines for Manipulations with Experimental Animals” (the decree of the Presidium of the Russian Academy of Sciences of April 02, 1980, no. 12000-496). All manipulations with animals were approved by Scientific Council of the Engelhard Institute of Molecular Biology. The Three Rs Principle was implemented as follows: a) replacement: at present, it is impossible to perform the proposed biochemical and physiological experiments using cell line models. The initial key observation was done by *ex vivo* utilization of organs of untreated mice for microarray experiments. However the cultured splenic stroma has dramatically changed the expression profile, thereby couldn't be utilized for further LTβR regulated genes/proteins studies *in vitro*. The use of primary MEFs co-culture with lymphoid cell lines Reh and Jurkat can only partially replace *in vivo* experiments, and won't be suitable for histological studies. To perform *ex vivo* organ examination and primary cultures all efforts were made to ameliorate animal suffering. Animal sacrifice was performed by CO_2_ asphyxiation, checked for responsiveness and followed by cervical dislocation for adult mice; b) reduction: animal studies are preceded by multiple experiments *ex vivo*, *in vitro* or in primary cell cultures *in vitro*. Minimum number of animals was used in each experiment to achieve statistically significant data (n = 3 or 4). The isolation of spleens and lymph nodes was combined from each animal and parts of the same organs were used for histology, Western blot and real-time PCR to keep the number of required animals to an absolute minimum; c) refinement: Animal studies were only used at advanced stages of investigations when few, specific and highly relevant questions – such as clusterin bio-distribution upon immunization – were addressed by a limited number of experiments.

### Animals and Housing Conditions

We obtained 8–10-week-old inbred mice (weight 20–25 g) C57BL/6, LTβR-KO [22] (mice deficient for lymphotoxin β receptor), and TNFR1-KO [41] (mice deficient for tumor necrosis factor receptor type 1) mice from the stock of the specific pathogen free Laboratory Animal Breeding Facility “Pushchino” (http://spf-animals.ru/). The knockout mice were backcrossed to C57BL/6 more than 10 times. All experimental animals were housed according to “Recommendations for the health monitoring of mouse, rat, hamster, gunea pig and rabbit breeding colonies” FELASA (Federation of European Laboratory Animal Science Associations) recommendations, June, 2001. All mice were housed (for 4–6 weeks) in single-sex groups, of 3 or 5 in a cage. Male and female groups were maintained in standard plastic cages (35×21×9 cm) with sawdust (wooden flakes) as nesting material. Food pellets (BioPro, Novosibirsk) and water were provided *ad libitum*. Mice were maintained at 22–24°C under 12∶12 light-dark cycle with lights off at 9.00 p.m.. Every 5 days, animals were placed into a clean cage with fresh sawdust. In each cage, mice were individually marked by ear cuts. When C57/BL6 mice were used as controls they were age and sex matched to the KO mice and co-housed for a minimum of two weeks, in the most cases littermates were used as controls.

### Mice immunizations

For immunization, 8 week-old mice were injected intraperitoneally in their home cages with 2•10^8^ SRBC in 300 µl of sterile PBS. Control littermate animals were left intact. Mice were sacrificed 8 days after injection on the pick of germinal center reaction, and mesenteric lymph nodes and spleens were immediately isolated and put on ice in RPMI medium until further manipulations. 3 mice of each genotype: C57Bl6 and LTβR-KO (overall 2 experimental groups), were immunized with SRBCs; organs from 3 untreated mice of each genotype were used as a respective controls for histological studies or Western blot. Immunization and analysis were repeated at least 2 times. Thereby, the total mice number was N = 24, where C57BL/6 n = 12 and LTβR-KO n = 12. We utilized 3 mice of each genotype or group per experiment as minimum sample size sufficient for statistical analysis, however the statistical analysis of histological score and/or counts of certain stained objects on several fields of microscopic view are not presented, since the observed clusterin distribution was clearly reproduced in several independent experiments.

### Splenic stromal cell culture

Spleens of 8–10 week-old C57BL/6 mice were aseptically isolated, grinded with sterile scissors in a Petry dish and cultured in DMEM (Paneco, Moscow, Russia) supplemented with 10% FBS (Biological Industries, Kibbutz, Israel), 2 mM L-glutamine (HyClone), MEM Non-Essential Amino Acids Solution (HyClone), 0.1 mM Sodium Piruvate (HyClone), 10 mM HEPES (HyClone), 100 U/ml Penicillin 100 ug/ml Streptomycin (Gibco). After 5–7 days of cultivation non-adherent cells were removed by 3 washes with fresh medium. Remaining cells were trypsinized and replated weekly beginning from day 14 after isolation. Cells were used for experiments at week 3–4 of cultivation.

### Preparation of samples and microarray hybridization

For microarray hybridization, four types of samples were prepared: uncultured splenic stroma of C57BL/6 mice, uncultured splenic stroma of LTβR-KO mice, splenocytes of C57BL/6 mice and cultured splenic stroma of C57BL/6 mice. To obtain splenocyte- and stroma-enriched fractions, freshly isolated spleens were rubbed over 70 µm mesh and washed with PBS on ice. The wash, containing splenocytes, was collected, centrifuged, and the pellet was homogenized in TRIzol (Life Technologies). Remaining stroma was collected from the mesh, cut with scissors and homogenized in TRIzol. Total RNA isolation, amplification and hybridization on Illumina chip were performed by ZAO “Genoanalytica”. Briefly, total RNA was extracted from the samples according to TRIzol manufacturer's instruction. RNA was quantified using Nanodrop and its quality was assessed by Agilent Total RNA 6000 chip. 400 ng of total RNA was amplified by Illumina TotalPrep RNA Amplification Kit (Ambion). Amplified RNA was hybridized with MouseRef-8 v1.1 Expression BeadChips (Illumina) according to Illumina protocol.

### Microarray data acquisition and analysis

Microarray data acquisition and analysis were done with GenomeStudio Gene Expression Module v1.0 (Illumina) (accession number in the NCBI GEO database is GSE52294). After normalization between samples and replicates using «cubic spline» method [42] and background substitution, 1542 genes were selected on the basis of differential p value <0.05 when comparing wild type with knock-out stroma (p values were calculated using “Illumina Custom” algorithm for multiple comparisons with Benjamini–Hochberg procedure controlling the false discovery rate). To avoid artifacts resulting from splenocyte contamination of stromal preparations, only genes with expression levels in C57BL/6 stroma greater than in C57BL/6 splenocytes were considered for further analysis. Functional annotation clustering of differentially expressed genes was performed using DAVID analytic tools [43]. Customized parameters were: Annotation categories - GOTERM_BP_4, Classification stringency - medium, Enrichment Thresholds - EASE = 0.05.

### Quantitative real-time PCR

Entire organs or isolated stroma were first cut with scissors on ice. Resulting material, bone marrow aspirates or cultured cells were homogenized in TRIzol reagent by pipetting. Total RNA was isolated according to TRIzol manufacturer's instructions. The RNA quality was assessed by spectrophotometry and agarose gel electrophoresis. 4 µg of the total RNA was taken for cDNA synthesis using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) according to manufacturer's protocol. Quantitative real-time PCR was performed using EVA Green Real-Time PCR kit (Syntol, Moscow, Russia) and 7500 Real-Time PCR System (Applied Biosystems). Primer sequences were: *Clu*, 5′ - CTGTCCACTCAAGGGAGTAGG and 5′ - GTGTCCTCCAGAGCATCCTC; *Blc*, 5′ - CATAGATCGGATTCAAGTTACG and 5′ - TCTTGGTCCAGATCACAACTTC; *Clec4g*, 5′ - TACTGTCCAGTGCCTCCAGCAAG and 5′ - TGTCACGGAGCAGCAATTCCTG; *Gja4*, 5′ - GCAAGCAGGCGAGAGAGG and 5′- AGATGAAGAGCACCGTTAACCAG; *Hmgcs2*, 5′ - GGTGTCCCGTCTAATGGAGA and 5′ - ACACCCAGGATTCACAGAGG; *Slc*, 5′ - ATGGCTCAGATGATGACTCTG and 5′ - TAGCCTCGGACAATACTGTAGG. For positive control and normalization, *β-actin* primers discriminating mouse from human were used: 5′ - CCGCGAGCACAGCTTCTTTG and 5′ - CCATCACACCCTGGTGCCTA. Forward and reverse primers were complimentary to different exons so that they did not give any products using genomic DNA as a template.

### Western blot

Entire spleens and MLNs were cut with scissors on ice, homogenized in ice-cold RIPA buffer (150 mM NaCl, 1% NP-40, 0.1% SDS, 50 mM Tris buffer, pH 8.0) by gentle sonication, and clarified by centrifugation at 12000 g for 10 min at +4°C. Total protein concentration was measured in supernatants by Bradford protein assay. 5× Laemmli buffer with or without β-mercaptoethanol was then added 1∶4 (v/v) and samples were boiled for 5 min. After separation by SDS-PAGE electrophoresis (20 µg of total protein per well) proteins were transferred to Hybond-C Extra nitrocellulose membrane (Amersham Biosciences) using Mini Trans-Blot system (Bio-Rad). Uniform loading and transfer was confirmed by Ponceau Red staining. Membranes were blocked with 3% BSA in TBST for 30 min, stained with anti-clusterin antibody (1∶3000; AF2747 R&D Systems) overnight at +4°C, washed with TBST, and incubated with secondary HRP-conjugated anti-goat antibody (1∶50000; Pierce) in 5% NFDM TBST solution for 1 h at room temperature. After membranes were thoroughly washed in TBST, specific bands were visualized by SuperSignal West Dura Extended Duration Substrate (Thermo Scientific) and x-ray film. Densitometry was performed using ImageJ software (NIH, USA).

### Immunofluorescence

Fresh spleens and MLNs were embedded in O.C.T. Compound (Sakura) and frozen at −60°C. 10 µm cryosections were fixed with acetone (70% for 2 min followed by 100% for 8 min). Before staining, slides were incubated in blocking solution (5% rabbit serum, 1.4 µg/ml anti-mFcγR, 0.1% Triton X-100 in PBS) for one hour at room temperature. Primary antibodies (Abs) were diluted in PBS containing 1% rabbit serum, 1% BSA, 0.3% Triton X-100, 2.8 µg/ml anti-mFcγR; secondary Abs were diluted in PBS containing 5% rabbit serum, 0.1% Triton X-100, 2.8 µg/ml anti-mFcγR. Staining was performed overnight at +4°C for anti-clusterin Abs, and for one hour at room temperature for the other Abs. The following Abs were used: Goat anti-clusterin (1∶40; R&D Systems), Rat ER-TR7 (1∶300; BMA Biomedicals), Rat anti-CD35-Bio (1∶300; BD Pharmingen), Rat anti-B220-Cy5 (1∶300; Abnova); PNA-FITC (1∶300; VectorLabs), Streptavidin-FITC (1∶300; BD Pharmingen), Donkey anti-Goat IgG(H+L)-Alexa 594 (1∶1000; Invitrogen). Images were obtained with Leica TCS SP5 Confocal Microscope and Leica Application Suite software.

### MEF activation

MEFs were prepared from 13.5-day-old fetuses of C57BL/6 wild type mice. All procedures were approved by the Scientific Council of the Engelhard Institute of molecular biology, according to “The Guidelines for Manipulations with Experimental Animals” (the decree of the Presidium of the Russian Academy of Sciences of April 02, 1980, no. 12000-496). To obtain embryos all efforts were made to ameliorate animal suffering. Adult mice sacrifice was performed by CO2 asphyxiation, checked for responsiveness and followed by cervical dislocation. Embryos were separated from the placenta and surrounding membranes. The brain and dark-red organs were dissected and discarded. Remaining body parts were rinsed with DMEM, dissected into small pieces and treated with 1 mL of trypsin/EDTA at 37°C for 20 min to separate cells. After addition of 6 mL of fresh medium, cells were further separated by pipetting and put to CO_2_ incubator overnight. The next day non-adherent cells were removed during medium replacement. Adherent cells were let to reach confluence for 1–3 days. After consequent trypsinization and centrifugation only single-cell fraction was used for further replating. MEF were cultured in DMEM (Paneco, Moscow, Russia) supplemented with 10% FBS (Biological Industries, Kibbutz, Israel), 2 mM L-glutamine (HyClone), MEM Non-Essential Amino Acids Solution (HyClone), 0.1 mM Sodium Piruvate (HyClone), 10 mM HEPES (HyClone), 100 U/ml Penicillin 100 ug/ml Streptomycin (Gibco). At the second passage MEF were plated after trypsinization onto 6 cm dishes, 5×10^5^ cells per dish. Next morning, the medium was removed and 8 ml of fresh RPMI containing 5×10^6^ Reh or Jurkat cells was added for LTβR activation. After 3 and 24 hours, MEF were washed twice with PBS and homogenized in 1 ml of TRIzol reagent for further RNA isolation. *Vcam1* and *Blc* expression levels were assessed by semi-quantitative PCR (primer sequences were: *Blc*, 5′- CAGAATGAGGCTCAGCACAGC and 5′- TGCAACGGAGCTTGAGCATTCC; *Vcam1*, 5′- AATGCCTGTGAAGATGGTCG and 5′- GAACAGGTCATTGTCACAGC) as a control for proper activation.

### Statistical analysis

Statistical significance of differences between groups was tested with the Mann–Whitney U test using Statistica 7.0 software (StatSoft, Inc.). All data are expressed as mean ±SD.

## Supporting Information

Figure S1 Cluster analysis of the microarray data.
(DOCX)

Table S1 The list of genes which mRNA levels were more than 1.5-fold higher in wild type spleen stroma comparing to LTβR-KO spleen stroma.
(DOCX)

Table S2 The list of genes which mRNA levels were more than 1.5-fold lower in wild type spleen stroma comparing to LTβR-KO spleen stroma.
(DOCX)

# Supplementary material for: Clusterin Is a Potential Lymphotoxin Beta Receptor Target That Is Upregulated and Accumulates in Germinal Centers of Mouse Spleen during Immune Response
**Source:** PLoS One. 2014 May 27;9(5):e98349. doi: 10.1371/journal.pone.0098349
**Supplement:** Figure S1 — Cluster analysis of the microarray data.

**Figure S1**

Cluster analysis of the microarray data. Two biological replicates of each sample type were analyzed with Illumina beadchip.

# Supplementary material for: Clusterin Is a Potential Lymphotoxin Beta Receptor Target That Is Upregulated and Accumulates in Germinal Centers of Mouse Spleen during Immune Response
**Source:** PLoS One. 2014 May 27;9(5):e98349. doi: 10.1371/journal.pone.0098349
**Supplement:** Table S1 — The list of genes which mRNA levels were more than 1.5-fold higher in wild type spleen stroma comparing to LTβR-KO spleen stroma.

**Table S1**

The list of genes which mRNA levels were more than 1.5-fold higher in wild type spleen stroma comparing to LTβR-KO spleen stroma. Known LTβR targets are shown in **bold.**

# Supplementary material for: Clusterin Is a Potential Lymphotoxin Beta Receptor Target That Is Upregulated and Accumulates in Germinal Centers of Mouse Spleen during Immune Response
**Source:** PLoS One. 2014 May 27;9(5):e98349. doi: 10.1371/journal.pone.0098349
**Supplement:** Table S2 — The list of genes which mRNA levels were more than 1.5-fold lower in wild type spleen stroma comparing to LTβR-KO spleen stroma.

**Table S2**

The list of genes which mRNA levels were more than 1.5-fold lower in wild type spleen stroma comparing to LTβR-KO spleen stroma.

| Gene name | WT:LTβR-KO ratio |
| --- | --- |
| *1810009J06Rik* | 3.9 |
| *Agtr1a* | 1.5 |
| *Ccl11* | 6.4 |
| *Ces1d* | 4.1 |
| *Cfd* | 1.8 |
| *Clcn3* | 1.7 |
| *Clcn3* | 1.9 |
| *Col3a1* | 1.7 |
| *Cyp2s1* | 1.6 |
| *Ddx26* | 1.8 |
| *Dpt* | 1.8 |
| *Fcrl1* | 4.2 |
| *Kel* | 1.9 |
| *Ccl8* | 4.0 |
| *Igkv4-72* | 5.6 |
| *Mat2a* | 2.0 |
| *Mmp3* | 2.5 |
| *Mpo* | 1.6 |
| *Pnliprp2* | 3.6 |
| *Cxcl7* | 1.6 |
| *Pvalb* | 7.5 |
| *Sit1* | 3.3 |
| *Slc16a6* | 1.8 |
| *Spink3* | 6.8 |
| *Sult1a1* | 1.6 |

How the deposited data were processed for this re-analysis (not part of the article)

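Gene expression was measured on 8 Illumina MouseRef-8 arrays: 2 each of fresh splenic stroma of WT mice, fresh splenic stroma of LTβR-KO mice, splenocytes of WT mice and cultured splenic stroma of WT mice. The authors amplified 400 ng of total RNA per sample and read the arrays with GenomeStudio. They deposited, for each probe and array, the bead signal as a linear intensity that had not been normalized or background-subtracted, and a detection p-value against the array's negative controls. They also deposited a table of intensity values normalized by cubic spline with background subtraction by the authors. That table holds 61 to 92 empty cells per array and about 7400 values below 0 on each (7394 to 7406). Each of its columns ranks the probes as the bead signal of the same array does (rank correlation 1; at most 0.955 with any other array). The detection p-values move in steps that correspond to 822 negative controls. Groups and replicate numbers were taken from the sample labels and the paper's methods. No sample was pooled and no array was left out.

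Analyses were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. The bead signals were background-corrected by normexp with control moments inferred from the detection p-values, an offset of 16 was added, and the arrays were quantile-normalized and put on the log2 scale (neqc). Of 24613 probes, the 12389 with a detection p under 0.05 on both arrays of at least 1 group were tested. Group means were fitted with lmFit over all 8 arrays and tested with eBayes, which left 4 residual and 6.27 prior degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg procedure over the tested probes. Gene symbols came from the array annotation. They were matched by gene ID to RefSeq genes of the mouse assembly GRCm38.p6, which matched 20968 probes and changed 0 symbols. A single symbol was carried by 20984 probes, several by 1, and none by 3628, of which 1623 were tested. For a gene with several probes, the brightest stood for the gene (9003 genes) in values and list tests. In counts of PLT genes, elevated genes and called genes of Tables S1 and S2, and in enrichment, any probe of a gene could meet the rule; by the brightest probe PLT genes number 599 named genes in place of 621. No positions of probes or genes are given, since the deposited tables name no genome build.

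PLT probes were those with an adjusted p under 0.05, a fold over 1.5 and a higher mean in WT stroma than in splenocytes. The same threshold and splenocyte rule defined elevated genes. The genes named in the text are those the paper names for the array data, the 10 PLT genes with the largest fall and the 10 called genes with the largest rise in LTβR-KO stroma, and the genes of Table S2. Other list members serve as examples and were chosen after their values were seen, as were *Glrx* and the gene examples in the closing section. A fold against a group in which neither array detected the probe is a lower bound.

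Of 29 gene lists for cell types and pathways, 27 had enough measured members for a test; pancreatic islet and sex-linked genes were not measurable. Lists were tested with limma's camera with an inter-gene correlation of 0.01, 1 probe per gene, adjusted over the lists. LTβR-KO against WT stroma gave 18 lists under the threshold, and 13 kept their call with an estimated correlation: LTβR targets, marginal zone macrophages, endothelium, vasculature development, smooth muscle, extracellular matrix, neurons, B cells, T and NK cells, erythroid cells, granulocytes, pancreatic acinar cells and proliferation. Cultured against fresh WT stroma gave 11 and 3. Enrichment among PLT genes was tested by Fisher's exact test, one-sided, against genes whose mean in WT stroma exceeds that in splenocytes. Distances between arrays were 1 minus Pearson's r, joined by average linkage.

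The lists, tests and most alternative settings were fixed before the data were examined but with the paper's tables read. The alternatives were other background corrections (none, or an offset of 50), normalizations (cyclic loess, scaling to the 75th percentile, the authors' values with a floor of 16), detection filters (p under 0.01, or none), a fit of the compared groups only, replicate number as a block, leaving out each array, a 2-fold threshold, other splenocyte rules, unadjusted p, a trend in eBayes, fry or an estimated correlation in place of the preset one, the mean of a gene's probes, other backgrounds for enrichment, and other distances and linkages. A comparison with the median fall of strongly stromal probes and a background of genes 4-fold above splenocytes were added after seeing the data. Replicate numbers were not treated as pairs in the main fit, since neither the labels nor the methods pair samples of different groups. Log2 differences between replicates correlated at 0.285 between WT and LTβR-KO stroma. Other pairs of groups gave −0.142 to 0.108. The method was tested on simulated arrays with 600 changed probes, with 5 runs for each fold. It called 100% of probes lowered 4-fold, and 20 of 20 shifted lists; 2 of 20 unshifted lists fell under the threshold as well.

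The paper's Illumina Custom test and its DAVID clustering were not rerun, and PCR, blot and tissue staining are not analysed here.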

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

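The tests of the spread among stromal probes and of *Clu* and other genes against their median, and the simulated mixture, were chosen after the results were seen, and the other tests were set beforehand. Several groups of genes that the paper does not discuss differed between LTβR-KO and WT stroma. Of 10 marginal zone macrophage genes, 6 fell and none rose (8 fell adjusted over the list alone), with *Timd4* at −1.94, *Cd209b* lower at least 2.29-fold and a list median of −0.64 (camera adjusted p = 0.0433 with an estimated correlation). Of these genes 9 were higher in WT stroma than in splenocytes. The 702 strongly stromal probes had a median of −0.65, so the list as a whole fell no more than those did. Of 19 granulocyte genes, 14 rose and 1, *Prg3*, fell (15 and 1 adjusted over the list alone), with *S100a8* at 2.05, *Hp* at 1.95 and a list median of 1.08 (camera adjusted p = 0.0437 with an estimated correlation). B cell genes had a median of 0.97, T and NK cell genes of 0.86 and pancreatic acinar genes of 1.78. *Glrx*, which encodes glutaredoxin, changed by −3.46 (limma adjusted p = 7.44e-06) from 9.02 to 5.57; it is no PLT gene, since splenocytes gave 9.30. *Klra17*, a gene of the Ly49 receptor family, changed by 2.42 (limma adjusted p = 5.92e-06), from 5.30 to 7.72. Its level in LTβR-KO stroma was above that in splenocytes (5.54) too.

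Stromal genes fell and splenocyte genes rose in LTβR-KO stroma, with 886 probes down and 657 up. Less stroma of every kind is argued against as the whole cause only as far as the spread between arrays can tell. The log2 changes of the 702 strongly stromal probes had an SD of 0.58 against a median standard error of 0.16. *Clu* changed by −1.18 relative to their median (standard error 0.18). These standard errors come from arrays that may be technical replicates, so they may not measure the spread between preparations. *Ccl21a* and *Mgp*, named next, are examples picked from these probes after their values were seen. The condition for the SD was shortened after its result was seen. It had also asked for 10 or more of these probes to pass as higher, and 7 did. With that condition kept, the SD decides nothing. *Ccl21a* (−2.89) and *Mgp* (1.17) lie apart from the median, but as picked examples they decide nothing either. The paper chose *Clu* partly for its fall on these arrays. Its distance from the median therefore concerns *Clu* alone, not the stromal probes as a set. More splenocytes left on the mesh (median 0.25 for the 1729 splenocyte-rich probes, with B and T cell genes up) and less stroma of every kind (median −0.65 for stromal probes, 90.2% of them below 0) both remain candidate explanations for a part of the pattern, as does a change in the cells of the LTβR-KO spleen, which was not tested apart from these. Equal amounts of RNA were amplified and the arrays were quantile-normalized, so only proportions were measured. A larger share of splenocytes is then also a smaller share of stroma. These medians cannot tell more splenocytes from less stroma and are not separate evidence. A simulated mixture of WT stroma with 35% splenocytes, in which no gene changed, gave 637 probes under the PLT rule and −0.67 for *Clu*, but also a median of 0.61 for splenocyte-rich probes and an SD of 0.19 for stromal probes, against the measured 0.25 and 0.58, and with 20% splenocytes 79 probes met the rule.

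Pancreatic genes, with some fat genes, were higher in LTβR-KO stroma. Of the 21 measured acinar genes outside Table S2, 19 rose, with a median of 1.84, so pancreatic tissue in the LTβR-KO samples is a candidate explanation; *Amy2a5* stood at 12.87 in LTβR-KO stroma, 10.87 in WT stroma and 10.33 in splenocytes, and no step of the preparation is described that would remove pancreas. For fat, the 15 adipocyte genes outside Table S2 had a median of 0.03 with members going both ways. *Adipoq* changed by 0.58 (limma adjusted p = 0.147) and *Fabp4* was detected on 0 arrays. The condition set beforehand also counted against fat if *Adipoq* and *Fabp4* were not higher. That clause was left undecided, as *Adipoq* was higher without passing and *Fabp4* could not be measured. Fat tissue and other sources therefore cannot be told apart. An effect of the knock-out on these genes within the spleen was not tested.

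Genes near *Ltbr* on chromosome 6 could differ through flanking DNA of the strain in which the knock-out was made. Of 41 neighbours, 8 changed, against 1194 of 8962 other genes (odds ratio 1.58, 95% interval 0.628 to 3.49, two-sided Fisher's exact p = 0.248), and of the list with *Ltbr* itself 4 rose and 4 fell (4 and 5 adjusted over the list alone; median 0.06, camera adjusted p = 0.842). The interval holds both no excess and a clear one, so the 2 cases cannot be told apart. The test covers only the listed neighbours, and the paper reports that the knock-out mice were repeatedly backcrossed to C57BL/6. The changed neighbours include *Cd4* (0.74), *Cd27* (1.02) and *Ptpn6* (0.84), genes of leukocytes, and *Vwf* (−0.73), a gene of endothelium, which moved as the lists for those cells did, and *Tnfrsf1a* (−0.55, limma adjusted p = 0.0216), which encodes a TNF receptor and kept its call in 11 of 17 other settings (adjusted p up to 0.11).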

How the results depend on the processing

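The background of genes 4-fold above splenocytes and the comparison with the median of strongly stromal probes were chosen after the data were seen, and the other alternatives were planned. *Clu* kept its direction and call in all 17 settings (−2.02 to −1.64), as did the numbers of changed probes between cultured and fresh stroma (7082 to 8443) and between WT stroma and splenocytes (5605 to 7168) within 1.5 times. Between LTβR-KO and WT stroma 13 to 23 lists passed, and the vasculature and neuron lists did so in all 20 settings (adjusted p at most 0.0247). With an estimated correlation the neurotransmitter list gave 0.141 and the lists changed in culture numbered 3; without a detection filter they numbered 17 (10 to 13 when leaving out arrays). The 1543 changed probes became 1019 with scaling to the 75th percentile, 760 with only the 2 groups in the fit, 3294 at an unadjusted p, and 710 to 1460 when leaving out arrays, with 710 without WT stroma replicate 1 and 965 without LTβR-KO replicate 2. The 721 PLT probes became 464 without background correction, 444 with an offset of 50, 428 with only the 2 groups, 219 at 2-fold, and 401 (without WT stroma replicate 1) to 749 when leaving out arrays. The 65 elevated probes became 42 with only the 2 groups, 22 at 2-fold, 547 without the splenocyte rule, and 40 (without WT stroma replicate 1) to 91 when leaving out arrays. The 437 Table S1 genes called became 275 to 433 and the 17 of Table S2 10 to 17 when leaving out arrays (275 and 10 without WT stroma replicate 1, 10 without LTβR-KO replicate 2), and 11 of Table S2 were called with the authors' values. A fit with fewer arrays has fewer degrees of freedom, and a wider or stricter rule changes a count by construction; for the others the cause was not tested.

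With replicate number as a block, 1509 probes changed, 747 were PLT probes and *Clu* stayed at −1.83; slides are not named, so a slide block was not run. Against the background of genes 4-fold above splenocytes 1 list was enriched in place of 10, and the adjusted p was 0.0737 for vasculature and 0.438 for neurotransmitter secretion. In a new fit relative to the stromal median, 76 probes met the PLT rule, adjusted p included, in place of 361 (77 by fold alone). The distance ratio of 1.35 for cultured stroma became 1.29 with Spearman's rho and 1.16 with Euclidean distance; the cause was not tested. Among 54 named genes, 839 of 917 values kept their direction and side of the threshold, 77 kept the direction but not the call, and 1 reversed: *Gapdh*, called in neither, at −0.06 without WT stroma replicate 2 (range −0.06 to 0.35 when leaving out arrays, 0.14 with all); the cause was not tested. No list that passed changed its sign under another scaling, and the median over tested probes, 0.016, lay between 0 and 0.087 under them. A lone array left in a group was assumed to vary like the other groups. Signals near background are compressed by the offset, and probes below detection give only bounds.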

Differences from the paper's values

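A count of elevated genes with a tested splenocyte difference was chosen after the values were seen; the other settings were set before the data were examined. The paper gives 24 genes elevated over 1.5-fold in LTβR-KO stroma, against 62 here at the paper's stated thresholds (57 symbols and further probes without a symbol). Of 19 alternatives, 18 differ from the paper's number, from 40 to 511 genes, and a 2-fold threshold, with 22, does not, though it calls only 6 of the 21 measured genes of Table S2. When WT stroma must exceed splenocytes at an adjusted p under 0.05, a rule applied to elevated genes after seeing the values, the number is 32, with 16 of those 21 genes called against 17 otherwise.

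Ratios were compared singly for the genes chosen by the rule given with the processing. A value was taken to differ where it and the paper's value were over 1.5-fold apart, the margin meant below. *Siglec1* lies just outside this margin. For *Siglec1*, Table S1 gives the paper's ratio as 8, and the value here is 5.30. The authors' normalized values, leaving out WT stroma replicate 1 and leaving out LTβR-KO replicate 1 bring it within the margin; the other 14 of 17 alternatives do not (3.16 to 7.91 over all). For *Ccl11*, the paper's Table S2 has 6.4, and the value here is 3.65. The authors' values and leaving out WT stroma replicate 2 bring it within the margin, and the other 15 do not (2.27 to 5.68 over all); in WT stroma 1 of 2 arrays detected it, near background, so the size of the fold is uncertain. For *Fcrl1*, the paper's ratio is 4.2 and the value here is 1.88, and none of 17 alternatives comes within the margin (1.64 to 1.99).

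Across the 452 measured genes of Table S1 the log2 ratios of paper and re-analysis had a Pearson's r of 0.91 across genes, which are not independent replicates. The median fold was 1.79 here, and the paper's was 1.9. The paper's ratio was over 1.5 times the fitted fold for 34 of them, and the reverse held for none. In 19 of the 34 neither LTβR-KO array detected the probe, so the size of the fitted fold is uncertain, in 6 only 1 array did, and in 9 both did, *Siglec1* and *Ttn* (the paper's 7.0, here 4.21) among them. In Table S2 the paper's ratio was over 1.5 times the fitted fold for 6 of 21 genes, 4 of them detected on neither WT array. Of these genes, 437 met the rule here by any probe (427 by the brightest), 438 with a stricter detection filter (p under 0.01) and 442 at an unadjusted p. Fewer met it in other settings, down to 275 without WT stroma replicate 1 and 153 at a 2-fold threshold. In Table S2, *Fcrl1*, *Sit1*, *Spink3* and *1810009J06Rik* are listed as elevated, while their means in splenocytes are above those in WT stroma here; all 4 are called without the splenocyte rule. The ratio column of Table S2 is headed as WT over LTβR-KO, whereas every measured gene of the table was higher in LTβR-KO stroma, so its values read as LTβR-KO over WT. The paper states that *Baff* and *Sdf1* could not be assessed on this array for technical reasons, while 1 probe for *Tnfsf13b* and 2 for *Cxcl12* were detected and tested here, with no change called.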

Other observations

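All tests here belong to lists set beforehand, and the genes given as examples were chosen after their values were seen. Erythroid genes rose in LTβR-KO stroma: 8 of 23 rose and none fell (14 rose adjusted over the list alone), with *Car1*, a carbonic anhydrase gene of erythrocytes, at 1.30, the transcription factor gene *Klf1* at 0.64 and a list median of 0.47 (camera adjusted p = 4.24e-07; 0.0247 with an estimated correlation). Proliferation genes followed, with 4 of 21 up and none down (13 up adjusted over the list alone), among them the replication genes *Mcm6* (0.74) and *Mcm7* (0.65) (list median 0.48, camera adjusted p = 5.74e-06; 0.0409 with an estimated correlation). Plasma cell genes went the other way from B cell genes: 4 of 8 fell and none rose (5 fell adjusted over the list alone), with *Mzb1* at −0.69, which was brighter in splenocytes (11.87) than in WT stroma (10.60), and a list median of −0.53 (camera adjusted p = 0.0119; 0.0910 with an estimated correlation). Of 14 platelet and megakaryocyte genes 4 fell and 1 rose (6 and 1 adjusted over the list alone; median −0.26, camera adjusted p = 0.0119; 0.0883 with an estimated correlation).

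Interferon response genes gave 2 falls among 16, *Oas2* (−1.32) and *Mx2* (−0.81) (camera adjusted p = 0.290), and immediate early and stress genes 4 falls and 1 rise among 21, with the small heat shock gene *Hspb1* at −1.57 and *Dnajb1* as the rise (camera adjusted p = 0.231). For both lists the counts were unchanged when adjusted over the list alone. Of 10 skeletal muscle genes, 2 fell, *Ttn* (−2.07) and *Pgam2* (−0.68), and 1 rose, *Pvalb*, also adjusted over the list alone (camera adjusted p = 0.741), while none of 4 mesothelial genes passed (camera adjusted p = 0.451). Of 13 reference genes, *Actb* fell (−0.60) and *Ppia* rose (0.50) (3 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.0777). *Actb* was called in 7 of 17 other settings.

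Among strongly stromal genes that did not pass were genes of fibroblasts: *Dcn* (0.22), *Col1a1* (0.20), *Pdgfra* (0.13), *Gdf10* (0.03) and *Smoc2* (0.27). In cultured stroma, lists called as lower also included LTβR target genes (15 of 20 fell and 4 rose, median −1.04, camera adjusted p = 0.00404; 0.239 with an estimated correlation), T and NK cell genes (15 of 23 fell and 2 rose, median −1.93; 0.0769 with an estimated correlation), granulocyte genes (14 of 19 and 2, median −1.52; 0.289), pancreatic acinar genes (18 of 24 and none, median −1.49; 0.250), vasculature genes (47 of 68 and 7, median −1.29; 0.130), platelet genes (10 of 14 and 3, median −1.70; 0.212) and T-zone and marginal reticular genes (11 of 16 and 5, median −2.05; 0.301). Under other scalings these medians stayed below 0 but changed in size, as from −2.34 to −1.07 for T and NK cells and from −1.90 to −0.82 for acinar genes. Within the last list *Pdpn* (4.78) and *Grem1* (4.41), genes of reticular fibroblasts, rose.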
